A study of Homo sapiens with 9 samples. Its data were reported in "DDX41 haploinsufficiency causes inefficient hematopoiesis under stress and cooperates with p53 mutations to cause hematologic malignancy" (2024).

How the data were processed

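RNA-seq was performed by the authors on MOLM13 cells transduced with sh-Control or 1 of 2 shRNAs against DDX41 and sorted on day 4, with 3 libraries per group. RNA was isolated with a column kit, and poly(A)-selected libraries were prepared. Per the labels the libraries kept the strand of the RNA. The methods of the study name a kit of the same family without that property, so values of genes that overlap on opposite strands are also uncertain. Such genes are not marked below. The authors mapped the reads to a reference genome and analysed them with iGEAK, a tool for exploring gene expression. The aligner, the counting tool, the genome build, the annotation and the test used are not stated, so no gene coordinates are given here.

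The deposited table held whole-number counts per gene, not normalized, in 1 column for each of the 9 libraries, and the gene symbols were used as given. Every column carried the label of exactly 1 library, and 0 columns were left unmapped. All 30017 rows named a gene. Because the library protocol selects poly(A) RNA, counts of snoRNA and other small RNA genes reflect only what passed that selection. How reads that map to several genes were counted is not stated, which affects genes with near-identical copies, pseudogenes or a host gene around them. At 16385238 to 20510032 counts per library, the biological coefficient of variation estimated over all genes was 0.0768, so counting error exceeds it for genes with fewer than 170 counts in a library.

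The group of each library was taken from its label. Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the group as design and a minimum count of 10, which left 12712 genes (42.3% of the table). They held over 99.9% of the counts of each library. Libraries were scaled by TMM, with factors from 0.963 to 1.02. A quasi-likelihood model with 1 coefficient per group was fitted to all 9 libraries together, because the study states no test and the groups share 1 estimate of the spread. The 3 contrasts were shDDX41 #1 against sh-Control, shDDX41 #2 against sh-Control, and shDDX41 #1 against shDDX41 #2. Tests were two-sided, p-values were adjusted by the Benjamini-Hochberg method within each contrast, and genes were called at an adjusted p under 0.05. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Levels are CPM with the SD over 3 libraries. For 3 against 3 libraries, an exact permutation test of single values cannot give a p under 0.1, so calls rest on the model fitted across genes.

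Gene sets were tested with camera (limma 3.58.1, preset correlation 0.01), adjusted over all 39 tests of 13 sets in 3 contrasts. The sets reported were S phase, G2/M phase, heat shock, ATF4 and unfolded protein response, interferon response, NF-kB inflammatory, cholesterol biosynthesis, cytosolic ribosomal protein, ribosome biogenesis, snoRNA host and monocyte differentiation genes, compiled from general knowledge, and 11 stress genes shown or named by the study. Some lists share genes. The stress genes share 2 with the heat shock list, and the snoRNA host list shares 1 with the heat shock list and 5 with the ribosome biogenesis list. The sets, tests, comparisons and the rule for naming genes were fixed before the data were examined. DDX41 and the study's stress genes were named whatever their result. The results of 1 further set and 1 further gene are not reported here. They were tested and adjusted with the others and are left out of the totals over sets and named genes. For each hairpin against sh-Control, the 3 largest rises and 3 largest falls were named among called genes whose groups did not overlap and whose mean was at least 5 CPM in the higher group. For genes called with the same sign under both hairpins, the 3 rises and 3 falls with the smallest value of the larger adjusted p were named. For each called set, the 2 members with the smallest adjusted p in the direction of the set were named.

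Principal components were computed on log2 CPM (prior count 2) of the 500 most variable tested genes. Since both hairpins were compared with the same controls, unchanged groups, unrelated effects and a single shared response were each simulated 20 times from the fitted means and dispersions. The scripts were tested on simulated data. With 200 of 12712 genes changed, 92.5% were recovered, including 100% of those changed 2-fold, and 7 unchanged genes were called, 3.65% of the calls. With a simulated GC bias, the plain fit called 5214 unchanged genes and the fit with GC and length offsets 17.

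The settings varied were DESeq2 size factors, upper quartile factors or no factors, no filter on low counts, at least 10 counts in every library, the DESeq2 1.42.0 Wald test, limma voom, only the 6 libraries compared, the replicate letter as a block, each library left out in turn, an adjusted p under 0.01, and a fold change of at least 2. The set tests were repeated with fry, with camera at an estimated correlation and as over-representation by Fisher's exact test against the tested genes. Offsets for GC content and transcript length, thinning of all libraries to equal depth and removal of the 100 most abundant genes were added to these after the data had been seen, as were the set tests under DESeq2 size factors and upper quartile factors. DESeq2 gave no adjusted p for 1 gene in each contrast.

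GC content, transcript length and 3 prime untranslated regions (UTRs) were taken from GENCODE v29 by gene symbol or older symbol, which gave values for 94.9% of tested genes and at least 98.1% of each set. For hairpin off-target effects, all 7-mers present in the 3 prime UTRs of at least 50 genes (16138 sequences, 11061 genes) were tested for a shift in the fold changes of the genes that hold them, in Python 3.11.15 with numpy 2.4.6. On simulated shifts of −0.1 in 11061 genes, 18 of 20 planted 7-mers ranked first. Lists of decay factor genes, other mRNAs with a 5 prime terminal oligopyrimidine tract (TOP mRNAs), and non-coding and coding snoRNA hosts were written from general knowledge before their tests were run but after the data had been seen. The snoRNA, microRNA and other small RNA genes were taken by symbol. Figures were drawn with matplotlib 3.10.9.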

Results

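The data were RNA-sequencing (RNA-seq) counts from MOLM13 cells, a human cell line established from an acute myeloid leukemia with monocytic features. DDX41 encodes a DEAD-box RNA helicase. Cells were transduced with lentivirus carrying a short hairpin RNA (shRNA), an RNA that is processed into a small interfering strand and lowers the mRNA it pairs with. The 3 groups were a control hairpin (sh-Control) and 2 hairpins against DDX41 (shDDX41 #1 and shDDX41 #2), with 3 libraries each, named by the replicate letters A, B and D. Transduced cells were sorted on day 4. The 9 libraries held from 16385238 to 20510032 counts. Mean totals were 18024500 ± 940615 (SD, n = 3) for sh-Control, 16635000 ± 431882 for shDDX41 #1 and 18525200 ± 2029190 for shDDX41 #2. The table listed 30017 genes, of which 10641 had no count in any library and 12712 had enough counts to be tested. Levels are given in CPM, a gene's count relative to the total of its library, after scaling of the totals by the trimmed mean of M-values (TMM).

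The knocked-down gene was examined first, in every library. DDX41 was at 117, 115 and 113 CPM in sh-Control libraries A, B and D. It was at 12.2, 12.9 and 9.95 CPM in the shDDX41 #1 libraries and at 38.9, 39.9 and 42.5 CPM in the shDDX41 #2 libraries. The mean was 115 ± 1.76 CPM (SD, n = 3) in sh-Control and 11.7 ± 1.56 CPM with shDDX41 #1, a loss of 89.8% of the control level. With shDDX41 #2 the mean was 40.4 ± 1.85 CPM, a loss of 64.8%. The log2 fold change was −3.29 (SE 0.0881, adjusted p 4.1e-12 in the edgeR quasi-likelihood test) for shDDX41 #1 and −1.51 (SE 0.0771, adjusted p 7.0e-09) for shDDX41 #2. The hairpins differed from one another by −1.79 (SE 0.0896, adjusted p 2.2e-09). Each pair of groups separated without overlap, and the exact two-sided permutation test of the CPM values gave p 0.1 for each, the smallest value that 3 against 3 libraries allow. The alternative that moved the shDDX41 #1 value most was the fit without replicate D of that group, at −3.18. The level of DDX41 went with the label in all 9 libraries.

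**Figure D1:**
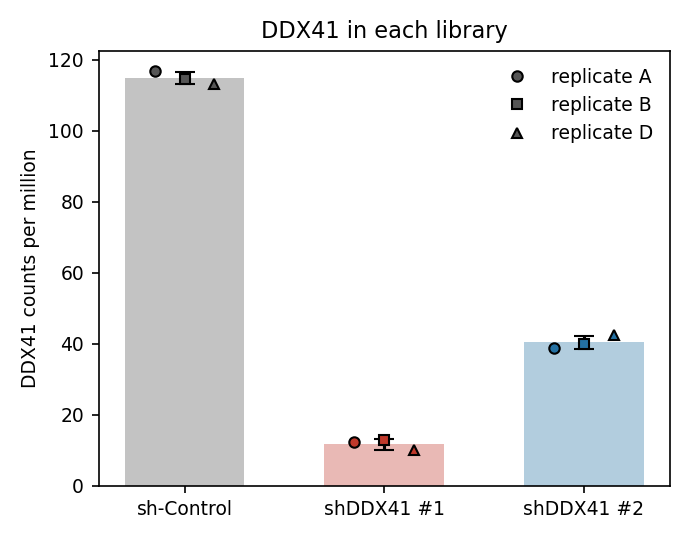
DDX41 level in CPM (vertical axis, from 0) for each of the 9 libraries in 3 groups, with points for libraries, bars for group means and error bars for the SD over 3 libraries. The sh-Control libraries sit between 113 and 117 CPM, the shDDX41 #2 libraries between 38.9 and 42.5 CPM and the shDDX41 #1 libraries between 9.95 and 12.9 CPM.

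Replicates were compared before any averaging. Over tested genes, the Pearson correlation of log2 CPM within a group was at least 0.9899. The chi-square statistic per degree of freedom between 2 replicates ran from 2.46 to 19.2, so every pair differed by more than counting noise. The farthest library was replicate D of shDDX41 #1, at 17.7 and 19.2 from its partners, which differed from each other by 2.91. Principal components of the 500 most variable genes were used to describe the spread among libraries. The first component held 54.1% and the second 21.3% of the variance. On these components, the largest distance within a group was 3.30 and the smallest distance between libraries of different groups was 19.9. With all tested genes the corresponding distances were 5.87 and 40.1, which moved the ratio from 6.03 to 6.83. EEF1A1 was the most abundant gene in every library. It took from 1.23% to 1.37% of counts in sh-Control, from 2.02% to 2.47% with shDDX41 #1 and from 1.5% to 1.64% with shDDX41 #2.

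**Figure D2:**
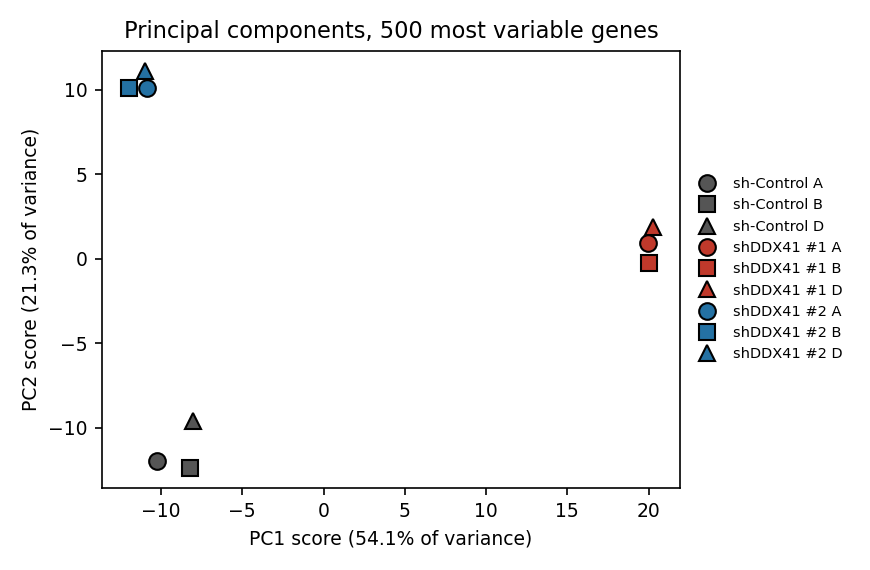
Scores of the 9 libraries on the first and second principal components of log2 CPM of the 500 most variable genes, one point per library and one colour per group. The 3 groups are apart, with a largest distance within a group of 3.30 against a smallest distance between groups of 19.9.

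To ask what the stronger knockdown changed, shDDX41 #1 was compared with sh-Control. The edgeR quasi-likelihood test with Benjamini-Hochberg adjustment called 6078 of 12712 genes (47.8%) at an adjusted p under 0.05, of which 3010 were higher and 3068 lower. The change was at least 2-fold for 854 of them. The CPM values of the groups did not overlap for 53.1% of tested genes, where chance gives 10%. Scaling by upper quartile factors gave 6302 genes and moved the split to 3849 higher, or 61.1% of the calls against 49.5% with TMM. That scaling shifted the median log2 fold change of all genes from 0.01 to 0.09. The alternative that moved the count most was the added requirement of a 2-fold change, with the 854 genes above.

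The named rises with shDDX41 #1 were 2 small nucleolar RNA (snoRNA) genes and KCNQ3. SNORD35A rose from 0.97 ± 0.278 to 5.66 ± 0.731 CPM (log2 fold change 2.53, SE 0.230, adjusted p 5.3e-07) and SNORD32A from 1.05 ± 0.158 to 5.10 ± 0.676 CPM (2.28, SE 0.218, adjusted p 9.5e-07). Both lie within the gene RPL13A, so reads of the host transcript could not be told apart from theirs, and both values are uncertain. KCNQ3 rose from 1.87 ± 0.495 to 8.60 ± 1.45 CPM (2.21, SE 0.219, adjusted p 1.3e-06). The named falls besides DDX41 were C1orf186, which went from 8.12 ± 0.889 to 1.28 ± 0.444 CPM (−2.65, SE 0.218, adjusted p 2.0e-07), and NASP, which went from 371 ± 26 to 59.4 ± 7.95 CPM (−2.64, SE 0.0894, adjusted p 6.6e-11). NASP did not differ between shDDX41 #2 and sh-Control (−0.08, adjusted p 0.507), and it differed between the hairpins by −2.56 (adjusted p 1.0e-10).

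For the weaker knockdown, shDDX41 #2 against sh-Control, 3174 genes (25%) passed the same threshold, 1469 higher and 1705 lower. The change was at least 2-fold for 313, and the groups did not overlap for 43.8% of tested genes against 10% by chance. This count depended on single libraries. It was 2054 without replicate B of shDDX41 #2 and 4248 without replicate D of shDDX41 #1, a library outside this comparison that enters through the filter, the scaling and the shared estimate of the spread. With only the 6 libraries compared it was 3979. The direction of the majority depended on the scaling, with 1770 of 3170 genes higher (55.8%) under upper quartile factors and 1290 of 3114 (41.4%) with library size only.

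The named rises with shDDX41 #2 were MGAT3 from 0.771 ± 0.159 to 5.23 ± 0.458 CPM (log2 fold change 2.75, SE 0.242, adjusted p 1.9e-06), SHISA2 from 26.1 ± 1.51 to 152 ± 11.2 CPM (2.54, SE 0.0934, adjusted p 4.4e-10) and LSP1 from 21.5 ± 5.10 to 107 ± 4.33 CPM (2.31, SE 0.178, adjusted p 5.8e-07). The named falls were ALOX12 (−2.62, SE 0.117, adjusted p 4.2e-09), ALDOC (−2.55, SE 0.235, adjusted p 3.0e-06) and PFKFB4 (−2.42, SE 0.267, adjusted p 1.6e-05). ALOX12 went from 53.4 ± 1.03 to 8.69 ± 0.445 CPM. These 3 genes were also lower with shDDX41 #1 (−1.41, −1.15 and −1.46), and the hairpins differed for each, with adjusted p of 1.6e-06, 2.7e-04 and 0.0136.

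The hairpins were then set against each other, since they leave different amounts of DDX41. The test called 6204 genes (48.8%), 3123 higher and 3081 lower with shDDX41 #1, and 833 of at least 2-fold. Upper quartile factors gave 3585 higher of 6295. The groups did not overlap for 57.7% of tested genes, against 10% by chance. Of the 1810 genes called against sh-Control for both hairpins, 1422 (78.6%) changed in the same direction, 682 higher and 740 lower. The other 388 changed in opposite directions, 219 higher with shDDX41 #1 and 169 higher with shDDX41 #2. The test between the hairpins called all 388. Because these genes were selected for called changes of opposite sign, that result follows largely from the selection and adds no evidence. A further 4268 genes were called for shDDX41 #1 alone and 1364 for shDDX41 #2 alone. The count in opposite directions ran from 212 without replicate B of shDDX41 #2 to 588 without replicate D of shDDX41 #1. It was also over 1.5 times lower without sh-Control B (226), sh-Control D (249), shDDX41 #2 A (244) or shDDX41 #2 D (235).

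Both comparisons used the same sh-Control libraries, which ties their chance errors together, so the agreement of the hairpins was set against simulations. Across the 12712 genes, which are not independent replicates, the Pearson correlation of the fold changes was 0.352 and the slope of shDDX41 #2 on shDDX41 #1 was 0.258. In 20 simulations of unchanged groups against shared controls, the correlation averaged 0.493 (0.456 to 0.523), above the observed value, and at most 1 gene was called for both. In simulations with effects as large as observed but unrelated between hairpins, the correlation averaged 0.0744 (0.0536 to 0.0986). Of genes called for both, 54.1% (51.5% to 57.2%) had the same direction, against 78.6% observed. These simulations called more genes than observed, on average 4408 for shDDX41 #2 and 2374 for both hairpins, against 3174 and 1810. In simulations of a single response that shDDX41 #2 followed with the observed slope, the correlation averaged 0.699 and at most 1 gene was called in opposite directions. Those simulations called fewer genes than observed, on average 240 for shDDX41 #2 and 237 for both hairpins, against 3174 and 1810.

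**Figure D3:**
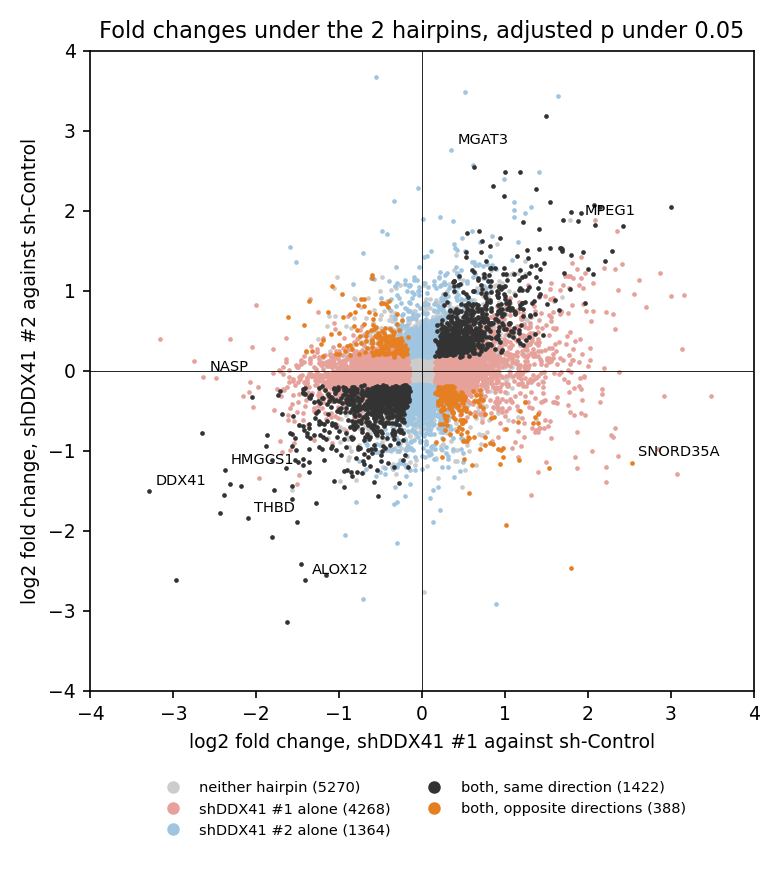
Log2 fold change against sh-Control with shDDX41 #1 (horizontal axis) and shDDX41 #2 (vertical axis), one point per tested gene, coloured by whether the gene was called for both hairpins in the same direction (1422 genes), for both in opposite directions (388), for 1 hairpin alone or for neither. The axes end at 4 on either side, and 4 genes lie beyond them.

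The rises shared by both hairpins with the smallest adjusted p were MPEG1 (log2 fold changes 1.88 and 1.87 for shDDX41 #1 and shDDX41 #2), GGT5 (1.47 and 1.34) and HLA-DRA (1.91 and 1.98), with adjusted p of at most 1.4e-06. The hairpins did not differ for these genes (adjusted p 0.928, 0.323 and 0.741). The shared falls were DDX41, ALOX12 and THBD. THBD went from 110 ± 17.8 CPM in sh-Control to 25.7 ± 1.81 CPM with shDDX41 #1 (−2.10, adjusted p 2.0e-09) and to 30.7 ± 1.67 CPM with shDDX41 #2 (−1.84, adjusted p 1.4e-08). The difference of 0.26 between the hairpins was not called (adjusted p 0.0583).

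Pathways were compared with 12 gene sets in the 3 contrasts, 36 tests in all, with camera, which asks whether a set's fold changes differ from those of the other genes. Camera called 22 of the 36, and 19 of these held under fry. Fry tests whether the set's genes tend to change in the same direction, without comparison to other genes. The 3 that did not hold under fry were G2/M phase genes with shDDX41 #2 and cytosolic ribosomal protein genes with shDDX41 #2 and between the hairpins. Estimating the correlation among genes from the libraries moved the results most and left 2 of the 22 calls, S phase genes (adjusted p 0.0461) with shDDX41 #1 and ATF4 and unfolded protein response genes with shDDX41 #2 (0.0193). Over-representation of called genes held for 17 of the 22, losing heat shock genes with shDDX41 #1 (0.0772), S phase (0.517), G2/M phase (0.0772) and cytosolic ribosomal protein genes (1.0) with shDDX41 #2, and interferon response genes between the hairpins (0.243). A set's score in a library is the median over its members of the log2 level relative to the sh-Control mean. For 21 of the 22 calls the scores of the groups compared did not overlap, the exception being G2/M phase genes with shDDX41 #2. Counts of set members are of genes called among all genes tested, followed where it differs by the count adjusted over the list alone.

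**Figure D4:**
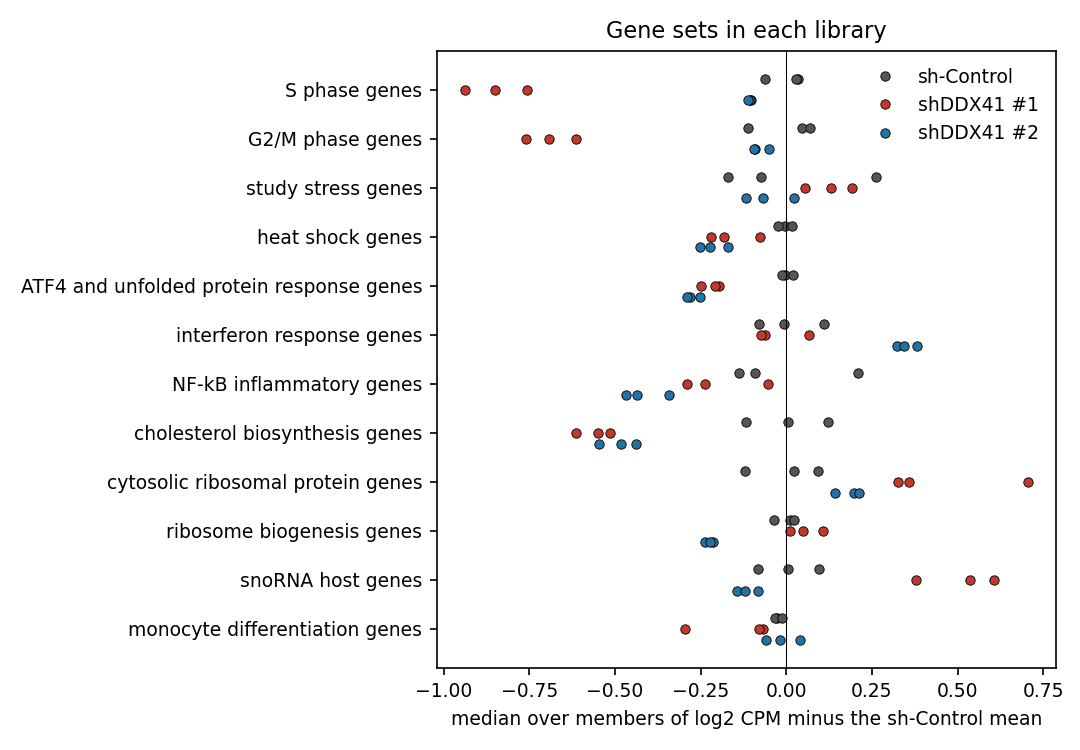
Set score (median over members of the log2 level relative to the sh-Control mean, horizontal axis) of 12 gene sets in each of the 9 libraries, one point per library and one colour per group. S phase scores lie between −0.94 and −0.76 in the shDDX41 #1 libraries and between −0.11 and −0.10 in the shDDX41 #2 libraries.

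Cell cycle genes were compared in 2 sets. Of 43 S phase genes, 42 were lower with shDDX41 #1 (median log2 fold change −0.82, camera adjusted p 3.9e-47). With shDDX41 #2, 8 were lower (median −0.09, adjusted p 0.0038). The difference between the hairpins was called (median −0.78, adjusted p 1.9e-34). Of 54 G2/M phase genes, 50 were lower and 1 higher with shDDX41 #1 (median −0.68, adjusted p 1.4e-27). With shDDX41 #2, 13 were lower and 1 higher (median −0.08, adjusted p 0.0294). That call was lost without sh-Control B (0.0937), sh-Control D (0.124) or shDDX41 #2 A (0.0502), and the median was −0.12 without sh-Control A. The hairpins differed (median −0.60, adjusted p 4.4e-20). The named S phase members with shDDX41 #1 were NASP, above, and DSCC1 (−2.07, adjusted p 8.2e-10), and the named G2/M members were HMMR (−1.53, adjusted p 5.9e-09) and ANLN (−1.25, adjusted p 1.9e-08). With shDDX41 #2 they were MCM6 (−0.98), CDCA7 (−0.42), ANLN (−0.96) and CKS2 (−0.39), with adjusted p of at most 9.5e-04. KIF11 differed between the hairpins by −1.07 (adjusted p 7.5e-08).

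Stress response genes that the study showed or named were tested next. The list held 11 genes. With shDDX41 #1, 6 of the 11 were called, 4 higher and 2 lower, and with shDDX41 #2, 2 were called, 1 higher and 1 lower. The counts were the same adjusted over the list alone, which is not independent evidence because the study chose part of the list on these libraries. As a set the genes were not called in any contrast (camera adjusted p 0.204, 0.703 and 0.134). Without sh-Control A the set was called with shDDX41 #1 (adjusted p 0.0260, median 0.21 in place of 0.06) and between the hairpins (0.0473), and its direction with shDDX41 #2 reversed (0.589). The higher genes with shDDX41 #1 were FOS (1.16, SE 0.0802, adjusted p 3.7e-08), DUSP1 (1.05, SE 0.175, adjusted p 1.8e-04), FOSB (0.91, SE 0.266, adjusted p 0.0109; 1.48 without sh-Control A) and GADD45A (0.62, SE 0.134, adjusted p 0.0014). The lower ones were ETS1 (−1.56, SE 0.188, adjusted p 9.3e-06) and CDKN1A (−0.22, adjusted p 0.0455), whose call was lost under upper quartile factors (−0.15, adjusted p 0.179), with at least 10 counts required in every library (0.0551), without the 100 most abundant genes (0.0573) and without sh-Control A (0.195), shDDX41 #1 B (0.151), shDDX41 #1 D (0.0678) or shDDX41 #2 D (0.0617). CDKN1A did not differ with shDDX41 #2 (−0.12, adjusted p 0.359). FOSB was at 85.5 ± 49.4 CPM in sh-Control, a spread larger than that of the other groups, and its call was lost without sh-Control B (adjusted p 0.0596) and in the DESeq2 Wald test (0.0661). With shDDX41 #2, FOS was higher (0.38, adjusted p 0.0034) and JUN lower (−0.99, SE 0.243, adjusted p 0.0083; −0.51 without sh-Control A). JUN was not called with shDDX41 #1 (−0.44, adjusted p 0.141), where its sign reversed without sh-Control A (0.04) and where it was called without sh-Control D (−0.70, adjusted p 0.0079) and with no filter on low counts (0.0096). JUND (0.06 and −0.22), ETS2 (0.06 and 0.07), HSPA1A (0.29 and 0.46) and HSPA1B (−0.14 and 0.05) were not called with either hairpin, and the values of HSPA1A and HSPA1B are uncertain because the genes are near-identical copies. JUND was called with shDDX41 #1 without sh-Control A (0.21, adjusted p 0.0430) and with shDDX41 #2 with no filter (adjusted p 0.0480). Its sign with shDDX41 #1 reversed without sh-Control B (−0.03), as did that of HSPA1B with shDDX41 #2 (−0.03). Other uncalled values kept their sign but also depended on single libraries. Across the fits that left out a library, JUND with shDDX41 #2 ran from −0.30 to −0.07 and CDKN1A from −0.19 to −0.03. With shDDX41 #1, HSPA1A ran from 0.17 to 0.51 and HSPA1B from −0.21 to −0.05.

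As sets, heat shock genes and ATF4 and unfolded protein response genes were lower with each hairpin. These sets do not stand for stress pathways in general. Of 19 heat shock genes tested, 9 were lower with shDDX41 #1 (median −0.14, camera adjusted p 0.0304), a call lost without replicate B of that group (0.0658), under upper quartile factors (0.0580) and without the 100 most abundant genes (0.0754). With shDDX41 #2, 11 were lower (12 adjusted over the list alone; median −0.22, adjusted p 3.6e-07). The set was not called between the hairpins (adjusted p 0.274), with 4 members higher and 3 lower with shDDX41 #1. HSPH1 fell with both hairpins, by 0.53 and 0.53 on the log2 scale (adjusted p 6.6e-06 and 2.8e-05). HSPA4L fell with shDDX41 #1 (−0.57, adjusted p 3.0e-05) and FKBP4 with shDDX41 #2 (−1.20, adjusted p 5.5e-09). Of 30 ATF4 and unfolded protein response genes, 15 were lower and 4 higher with shDDX41 #1 (16 and 5 adjusted over the list alone; median −0.28, adjusted p 2.5e-04), with a median of −0.18 without replicate D of that group. With shDDX41 #2, 18 were lower (22 adjusted over the list alone; median −0.26, adjusted p 5.5e-10). The set was not called between the hairpins (adjusted p 0.710), but its members went both ways, 12 higher and 9 lower with shDDX41 #1. CALR fell from 1786 ± 63.0 to 775 ± 36 CPM with shDDX41 #1 (−1.20, adjusted p 5.6e-09), and ALDH1L2 fell with the same hairpin (−1.49, adjusted p 2.3e-08). DDIT4 (−0.84, adjusted p 5.8e-06) and SLC3A2 (−0.53, adjusted p 2.4e-05) fell with shDDX41 #2.

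Innate immune genes were compared because the study described them for the weaker knockdown. Of 47 interferon response genes tested, 22 were higher and 3 lower with shDDX41 #2 (24 and 4 adjusted over the list alone; median 0.36, camera adjusted p 2.0e-05). With shDDX41 #1, 6 were higher and 7 lower (6 and 5 adjusted over the list alone) and the set was not called (adjusted p 0.613). The difference between the hairpins was called (median −0.30, adjusted p 0.0294), and the call was lost without replicate B of shDDX41 #1 (0.0626) or replicate D of shDDX41 #2 (0.0641). TRIM22 rose with shDDX41 #2 from 35.7 ± 5.66 to 63.7 ± 4.75 CPM (0.83, adjusted p 1.4e-04), and it rose more with shDDX41 #1, to 101 ± 15.2 CPM (1.5, adjusted p 1.2e-07; difference between the hairpins 0.67, adjusted p 1.9e-04). LGALS3BP rose from 0.587 ± 0.172 to 2.60 ± 0.900 CPM (2.12, adjusted p 4.4e-04). DDX60L and IRF1 differed between the hairpins, by −0.75 (adjusted p 1.4e-06) and −0.55 (adjusted p 3.2e-05). NF-kB inflammatory genes went the other way with shDDX41 #2, with 11 of 24 lower and 1 higher (12 and 1 adjusted over the list alone; median −0.45, adjusted p 3.1e-04; median −0.29 without sh-Control A). SOD2 (−0.48, adjusted p 4.7e-05) and PLAUR (−0.50, adjusted p 2.8e-04) were the named members. With shDDX41 #1, 8 were lower and 2 higher, and neither that contrast (adjusted p 0.171) nor the difference between the hairpins (0.348) was called, except for the former under fry (0.0488) and with no filter on low counts (0.0410). The 24 monocyte differentiation genes tested were not called by camera in any contrast (adjusted p 0.531, 0.103 and 0.0977), with 4 higher and 7 lower for shDDX41 #1 and 5 higher and 3 lower for shDDX41 #2 (6 and 4 adjusted over the list alone). Fry called this set in all 3 contrasts (adjusted p 0.0351, 0.0204 and 0.0012). Its direction was lower with shDDX41 #1, higher with shDDX41 #2 and lower with shDDX41 #1 than with shDDX41 #2.

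Cholesterol biosynthesis genes were lower with both hairpins. Of 25 tested, 18 were lower and 1 higher with shDDX41 #1 (median −0.60, camera adjusted p 1.3e-11), and 19 were lower with shDDX41 #2 (22 adjusted over the list alone; median −0.50, adjusted p 1.8e-17). The set was not called between the hairpins (adjusted p 0.242), with 2 members higher and 9 lower with shDDX41 #1. HMGCS1 fell from 235 ± 36.3 CPM to 45.2 ± 3.33 CPM with shDDX41 #1 (−2.38, adjusted p 6.7e-10) and to 99.1 ± 5.97 CPM with shDDX41 #2 (−1.24, adjusted p 5.9e-07). STARD4 fell with shDDX41 #1 (−1.87, adjusted p 4.4e-09) and SQLE with shDDX41 #2 (−0.86, adjusted p 1.7e-06).

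Genes of the ribosome were compared in 3 sets. Of 79 cytosolic ribosomal protein genes, 74 were higher and 1 lower with shDDX41 #1 (median 0.48, camera adjusted p 1.8e-13). With shDDX41 #2, 9 were higher among all genes tested and 0 adjusted over the list alone, where 27 had an unadjusted p under 0.05 (median 0.19, camera adjusted p 6.0e-06, fry 0.163). With GC and length offsets 31 were higher. The hairpins differed (median 0.29, camera adjusted p 2.5e-05, fry 0.0835), and the median difference was 0.15 without replicate D of shDDX41 #1. Many of these genes have processed pseudogenes that can share their reads, so single values are uncertain. The named members were RPL13A (0.85, adjusted p 2.3e-05) and RPL4 (0.60, adjusted p 4.9e-05) with shDDX41 #1, RPL15 (0.26, adjusted p 0.0117) and RPLP0 (0.28, adjusted p 0.0160) with shDDX41 #2, and RPS4X between the hairpins (0.46, adjusted p 0.0011). RPL15 lost its call without shDDX41 #2 A (0.0522), and RPLP0 without sh-Control B (0.0610), shDDX41 #2 A (0.0687) or shDDX41 #2 B (0.0655). Of 68 ribosome biogenesis genes, 38 were lower with shDDX41 #2 (44 adjusted over the list alone; median −0.23, camera adjusted p 1.3e-10). With shDDX41 #1, 24 were higher and 12 lower (25 and 12 adjusted over the list alone), and the set was not called (adjusted p 0.103), except under fry (0.0370), under upper quartile factors (0.0416) and without replicate A of that group (0.0491). The difference between the hairpins was called (median 0.32, adjusted p 3.7e-09). NIP7 was higher with shDDX41 #1 (0.29, adjusted p 0.0047) and lower with shDDX41 #2 (−0.61, adjusted p 4.3e-05), as was NMD3 (0.44, adjusted p 9.3e-05, and −0.43, adjusted p 4.2e-04). NOB1 differed between the hairpins by 0.94 (adjusted p 4.5e-08), and DDX21 fell with shDDX41 #2 (−0.45, adjusted p 7.3e-05).

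Host genes of snoRNAs, which carry snoRNAs in their introns, formed the last set. Of 32 tested, 21 were higher and 4 lower with shDDX41 #1 (median 0.47, camera adjusted p 1.3e-08). With shDDX41 #2, 1 was higher and 9 were lower, and the set was not called (adjusted p 0.0618), except with no filter on low counts (0.0166) and without sh-Control A (0.0014) or shDDX41 #2 A (0.0465). The hairpins differed (median 0.65, adjusted p 5.5e-12). ZFAS1 rose from 166 ± 20.8 to 425 ± 46.6 CPM with shDDX41 #1 (1.36, SE 0.0910, adjusted p 2.9e-08) and SNHG16 from 72.6 ± 1.01 to 156 ± 13.5 CPM (1.10, SE 0.0712, adjusted p 2.0e-08). SNHG3 differed between the hairpins by 1.24 (adjusted p 3.1e-08). For the calls of the 12 sets, the sign of the median was the same under TMM, DESeq2 size factors, upper quartile factors and library size alone.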

Values the study reported

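The study reported that shDDX41 #2 removed approximately 60% of DDX41, whereas shDDX41 #1 left almost none of it. By day 4, according to the study, cells with either hairpin showed arrested cycling and apoptosis.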

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

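The tests of sets and genes between the hairpins were fixed before the data were examined. So were the repeats with an estimated correlation and the fits that left out a library. The other tests in this part, apart from the counts of splits, were chosen after the patterns had been seen. Each of these was written down before its own value was computed. The exceptions were the 2 tests without genes that hold any 7-mer beyond the shuffles, written down after their values had been seen.

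The counts of called genes were set against other splits of the same libraries, 10 for each contrast of 3 against 3, with the real one included. For each of the 3 contrasts, 1 of the 10 splits gave as many genes, the real one, with 5404, 3979 and 6159 genes in fits to the 6 libraries compared. The other splits gave 0 genes at an adjusted p under 0.05, and at an unadjusted p under 0.05 from 40 to 458, from 111 to 294 and from 36 to 238 genes. Each of the other splits mixes libraries of both groups, so a difference between the groups adds to its spread and lowers its count. With 10 splits the share also cannot fall below 0.1, so the splits do not settle the matter. In 20 simulations of unchanged groups at most 4 genes were called for shDDX41 #1 and 6 for shDDX41 #2, far below the observed counts, which argues against noise of the size estimated from the replicates as their source. A factor other than the hairpin that is shared by the libraries of a group was not tested.

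The effects of the hairpins differed from one another for 6 of the 12 gene sets in the test of shDDX41 #1 against shDDX41 #2. Camera adjusted p was 1.9e-34 for S phase genes (median log2 difference −0.78), 4.4e-20 for G2/M phase genes (−0.60), 0.0294 for interferon response genes (−0.30), 2.5e-05 for cytosolic ribosomal protein genes (0.29), 3.7e-09 for ribosome biogenesis genes (0.32) and 5.5e-12 for snoRNA host genes (0.65). The interferon call was lost without shDDX41 #1 B (0.0626) and without shDDX41 #2 D (0.0641). The median difference of the ribosomal protein genes was 0.15 without shDDX41 #1 D. With the correlation among genes estimated from the libraries, no call of the 6 held, and adjusted p ran from 0.0655 for S phase genes to 0.635 for ribosomal protein genes.

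Several technical causes of these set differences were tested. Offsets that remove trends with GC content and transcript length in each library left 6 of the 6 sets called in the same direction, which argues against such a bias as the whole cause. After thinning to equal depth, 6 of the 6 were called, which argues against library depth. Without the 100 most abundant genes, 6 of the 6 were called, which argues against a few abundant genes. Without the 2990 genes that hold one of the 2 best 7-mers of either hairpin, 6 of the 6 were called, and 6 of the 6 were also called without the 4721 genes that hold any 7-mer whose z lay below the lowest of 100 shuffles, which argues against hairpin seed matches in 3 prime UTRs of the set members as the whole cause. The degree of DDX41 loss may underlie the differences. It remained open and untested here, because each degree of loss was reached with 1 hairpin, and so did effects of a hairpin on other genes that then act on the sets.

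The direction itself differed for 388 genes, which were called for both hairpins against sh-Control with opposite signs. The count fell to 212 without shDDX41 #2 B, 226 without sh-Control B, 235 without shDDX41 #2 D, 244 without shDDX41 #2 A and 249 without sh-Control D, and it rose to 588 without shDDX41 #1 D. Of the named genes, NIP7 (difference between the hairpins 0.90), NMD3 (0.87) and SNORD35A (3.68) were higher with shDDX41 #1 and lower with shDDX41 #2, and DDX60L (−0.75) went the other way. The fall of SNORD35A with shDDX41 #2 (−1.15, adjusted p 0.0214) lost its call without sh-Control B (0.0901), sh-Control D (0.0634), shDDX41 #2 A (0.0596) or shDDX41 #2 B (0.0775).

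Of the 388 genes, 334 were still called in opposite directions with GC and length offsets and 358 after thinning to equal depth, which argues against these biases as the cause for most of them. One of the 2 best 7-mers of the hairpin under which the gene falls was present in 28.1% of the genes with a searched UTR (101 of 359). The share was 33.1% for those falling with shDDX41 #1, against 14.3% of all genes searched, and 24% for those falling with shDDX41 #2, against 17.9%. With all 8 7-mers of shDDX41 #1 beyond the shuffles, the share for that hairpin was 63.8% (104 genes), against 36.4% of all genes searched, an excess of 44.6 genes. In the fit without genes that hold any 7-mer beyond the shuffles, 172 genes were still called in opposite directions. Seed matches could therefore account for part of these genes but not for all of them. A single response that scales with DDX41 loss gave at most 1 such gene in 20 simulations, among an average of 237 genes called for both hairpins where 1810 were observed. This argues against such a response alone, with that slope, as an account of all 388. What stays open, as a hypothesis, is that the hairpins differ in more than the size of a common response, whether through the level of DDX41 or through their own sequences.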

How the results depend on the processing

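DDX41 kept its direction and call under all 69 alternatives over the 3 contrasts. Of 720 alternative values of the set tests, 670 kept direction and side of the threshold, 36 became weaker, 13 stronger and 1 reversed. Of 115 alternative values of gene counts, 99 stayed within 1.5 times and 16 moved. The 1 alternative for the separation of libraries changed its ratio from 6.03 to 6.83, also within 1.5 times. Of 2288 alternative values of named genes, 2218 kept direction and side of the threshold, 60 became weaker, 4 stronger and 6 reversed. Where no reason is given, the cause was not tested. All settings chosen beforehand were run, and 3 more (GC and length offsets, thinning, removal of the 100 most abundant genes) were chosen after seeing the data, as were the set tests under DESeq2 size factors and upper quartile factors.

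Stricter thresholds lowered the gene counts by construction. At an adjusted p under 0.01, 1670 genes were called for shDDX41 #2, 685 were shared in direction and 127 were opposite. With at least a 2-fold change, 854 genes were called for shDDX41 #1, 313 for shDDX41 #2 and 833 between the hairpins, 80 were shared in direction and 6 were opposite. GC and length offsets raised the opposite genes to 593. With all tested genes, the ratio of the smallest distance between groups to the largest within a group on the principal components was 6.83.

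The replicate letters were tried as a replicate block. Deviations of libraries with the same letter correlated from −0.06 to 0.24. For no 2 groups were all 3 correlations over 0.1, so the letters were not taken to pair the libraries. This does not exclude a batch shared by a letter. Between sh-Control and shDDX41 #1 the correlations were 0.07, 0.16 and 0.24, and libraries with different letters were not compared. With the replicate block, 6351, 3570 and 6503 genes were called in the 3 contrasts, against 6078, 3174 and 6204 without it. For both hairpins, 1608 were called in the same direction and 475 in opposite directions, and no call of a set changed.

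Among the set tests, fry gave weaker results for G2/M phase genes with shDDX41 #2 (adjusted p 0.116) and for cytosolic ribosomal protein genes with shDDX41 #2 (0.163) and between the hairpins (0.0835). It gave calls for NF-kB inflammatory genes (0.0488), ribosome biogenesis genes (0.0370) and monocyte differentiation genes (0.0351) with shDDX41 #1, and for monocyte differentiation genes with shDDX41 #2 (0.0204) and between the hairpins (0.0012). Over-representation lost heat shock genes with shDDX41 #1 (0.0772), S phase genes (0.517), G2/M phase genes (0.0772) and cytosolic ribosomal protein genes (1.0) with shDDX41 #2, and interferon response genes between the hairpins (0.243). With no filter, NF-kB inflammatory genes with shDDX41 #1 (0.0410) and snoRNA host genes with shDDX41 #2 (0.0166) were called. Without the 100 most abundant genes, heat shock genes with shDDX41 #1 were not called (0.0754). Upper quartile factors lost the same call (0.0580) and gave one for ribosome biogenesis genes with shDDX41 #1 (0.0416), and DESeq2 size factors changed no call of a set.

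Camera with the correlation estimated per set in place of the preset value kept 2 of the 22 calls. With shDDX41 #1 the adjusted p was 0.0932 for G2/M phase genes, 0.580 for heat shock genes, 0.0655 for ATF4 and unfolded protein response genes, 0.15 for cholesterol biosynthesis genes, 0.444 for cytosolic ribosomal protein genes and 0.217 for snoRNA host genes. With shDDX41 #2 it was 0.605 for S phase genes, 0.635 for G2/M phase genes and for cytosolic ribosomal protein genes, 0.15 for heat shock genes, 0.106 for interferon response genes, 0.273 for NF-kB inflammatory genes, 0.104 for cholesterol biosynthesis genes and 0.0936 for ribosome biogenesis genes. Between the hairpins it was 0.0655 for S phase genes, 0.106 for G2/M phase genes and for ribosome biogenesis genes, 0.391 for interferon response genes, 0.635 for cytosolic ribosomal protein genes and 0.148 for snoRNA host genes.

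Across the 9 fits that each left out one library, the gene counts ran from 5368 to 6256 for shDDX41 #1, from 2054 (without shDDX41 #2 B) to 4248 (without shDDX41 #1 D) for shDDX41 #2 and from 5169 to 6328 between the hairpins. Shared genes ran from 963 (without shDDX41 #2 B) to 1808 and opposite genes from 212 (without shDDX41 #2 B) to 588 (without shDDX41 #1 D). The adjusted p of G2/M phase genes with shDDX41 #2 ran from 1.9e-04 to 0.124, and the call was lost without sh-Control B (0.0937), sh-Control D (0.124) or shDDX41 #2 A (0.0502). That of heat shock genes with shDDX41 #1 ran from 0.0025 to 0.0658 (without shDDX41 #1 B), and that of ribosome biogenesis genes from 0.0491 (without shDDX41 #1 A) to 0.191. For interferon response genes between the hairpins it ran from 0.0087 to 0.0641 (without shDDX41 #2 D), and it was 0.0626 without shDDX41 #1 B. For snoRNA host genes with shDDX41 #2 it ran from 0.0014 (without sh-Control A) to 0.322, and it was 0.0465 without shDDX41 #2 A. For the study's stress genes it ran from 0.0260 (without sh-Control A) to 0.384 with shDDX41 #1, from 0.0473 (without sh-Control A) to 0.190 between the hairpins, and from 0.314 to 0.956 with shDDX41 #2, where the direction reversed without sh-Control A (0.589).

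All 6 reversals of named genes were of changes that were not called. JUND with shDDX41 #1 went to −0.0050 with GC and length offsets and ran from −0.0269 (without sh-Control B) to 0.207. FOSB with shDDX41 #2 went to 0.0283 with limma voom and ran from −0.417 to 0.445 (without sh-Control A). JUN with shDDX41 #1 ran from −0.701 to 0.0414 (without sh-Control A), and HSPA1B with shDDX41 #2 from −0.0265 (without sh-Control B) to 0.140.

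Thinning all libraries to equal depth changed no count of genes by over 1.5 times. The fall of SNORD35A with shDDX41 #2 was not called in 4 of the 9 fits that left out a library.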

Other observations

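The tests in this part were prompted by patterns in the same data. The added sets were tested by camera at the preset correlation and by fry, not with the correlation estimated from the libraries. For the main sets, camera with that estimate left 2 of 22 calls. With shDDX41 #1 it lost snoRNA host genes (adjusted p 0.217) and cytosolic ribosomal protein genes (0.444). The small camera p-values of the added sets carry the same limit. The comparison of snoRNA genes with their hosts, the test of whether their rise scales with DDX41 loss, the permutation test against microRNA genes and the reading of the length offsets for snoRNA genes were chosen after the results they bear on had been seen.

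Falling genes were searched for hairpin seed matches. An shRNA can lower mRNAs besides its target where their 3 prime UTR matches the first bases of its guide strand. The hairpin sequences were not used here, so all 16138 7-mers in 3 prime UTRs were ranked by how strongly they were tied to lower fold changes. For shDDX41 #1 the strongest 7-mer was GAACTAT (z −11.5), present in 908 genes with a shift of −0.20 on the log2 scale. For shDDX41 #2 it was TTCATCA (z −8.53), present in 1481 genes with a shift of −0.10. In 100 shuffles of the fold changes the lowest z was −5.00. Both 7-mers occur in the DDX41 mRNA, which holds 13.6% of the 7-mers tested, at bases 2066 to 2072 and 2127 to 2133 of the 2607-base transcript in GENCODE v29, upstream of its 3 prime UTR. This is consistent with seed effects of each hairpin, whose guide strand must match DDX41. Genes with one of the 2 best 7-mers of shDDX41 #1 had a median fold change of −0.14 with that hairpin, against 0.01 for other genes and 0.01 with shDDX41 #2. For the 7-mers of shDDX41 #2 the medians were −0.05 with that hairpin and −0.01 with shDDX41 #1.

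The size of this effect was small next to the number of called genes. One of the hairpin's 2 best 7-mers was in 21.2% of genes that fell with shDDX41 #1 and in 12.2% of uncalled genes. For shDDX41 #2 the shares were 23.9% and 17%. The excess of falling genes was counted against the rate of falls among genes without these 7-mers. With shDDX41 #1, 39.1% of genes with such a 7-mer fell and 24.2% without, an excess of 235 genes or 8.08% of those falling. With shDDX41 #2 the rates were 19.5% and 13.5%, an excess of 118 genes or 7.32%. For shDDX41 #1, 8 7-mers had a z below the lowest of the shuffles. With all 8 the shares were 45.7% and 34.1%, and the excess, counted the same way, was 427 genes or 14.7%. For shDDX41 #2 only the 2 best lay below it. Without the 2990 genes that hold one of the 2 best 7-mers of either hairpin, 4476, 2283 and 4502 of 9722 genes were called in the 3 contrasts, and the correlation between the hairpins was 0.359. Without the 4721 that hold any 7-mer below that limit, the numbers were 3547, 1798 and 3553 of 7991 genes, and the correlation was 0.365.

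Cytosolic ribosomal protein genes rose in both comparisons by camera. GC and length bias as the whole cause was argued against, since with GC and length offsets the larger of the 2 adjusted p values was 1.8e-07, with 70 and 31 of the 79 genes called higher. A candidate explanation is a shift of all TOP mRNAs. The 19 other TOP mRNAs tested had medians of 0.39 with shDDX41 #1 (14 higher, 2 lower) and 0.17 with shDDX41 #2 (7 higher), with a larger adjusted p of 0.0011. Under fry the value for shDDX41 #2 was 0.0527. The camera calls held in each of the 9 fits that left out a library. Whether more such mRNA was made, or kept for longer while less was translated, was not tested.

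The snoRNA host genes rose with shDDX41 #1 and not with shDDX41 #2. The rise lay with the 17 non-coding hosts, whose median was 1.02 (15 higher, adjusted p 1.1e-14), while the 15 coding hosts were not called (6 higher, 4 lower, adjusted p 0.731), with a median that changed sign under upper quartile factors (from −0.01 to 0.06) and lay between −0.045 (without sh-Control A) and 0.03 (without sh-Control D) when a library was left out. With shDDX41 #2 the non-coding hosts were not called (1 higher, 3 lower, adjusted p 0.956), with a median from −0.06 without sh-Control A to 0.15 without sh-Control D, and the coding hosts were lower (median −0.17, 6 lower, adjusted p 0.0049). Between the hairpins both groups differed, by 0.85 (adjusted p 1.1e-14) and 0.23 (adjusted p 0.0175). Non-coding hosts are degraded by nonsense-mediated decay, so less decay could be a cause. The 9 decay factor genes, which rise when decay is blocked, did not differ between the hairpins (adjusted p 0.731). With 9 genes that respond weakly this cannot exclude lower decay, and the pattern cannot be told apart from more transcription of these hosts.

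Among called genes without overlap and with a mean of at least 5 CPM with shDDX41 #1, SNORD35A and SNORD32A rose most. Both are box C/D snoRNA genes, which prompted tests of the other snoRNA genes. The 138 others tested rose as a class (median 1.02, 87 higher and 1 lower, adjusted p 8.4e-10, fry 9.3e-04). Their levels summed to 200 ± 36.2 CPM in sh-Control, 352 ± 31.5 CPM with shDDX41 #1 and 149 ± 8.03 CPM with shDDX41 #2 (SD, 3 libraries each). The median ran from 0.97 to 1.14 across the fits that each left out one library and from 1.00 to 1.09 across 3 other scalings.

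Several explanations of the snoRNA pattern were tested. More intron or genomic DNA reads in general would raise microRNA genes alike, but the median of 28 microRNA genes was 0.20 (adjusted p 0.256, fry 0.0082). The difference of 0.81 from the snoRNA genes had a permutation p of 1.4e-04 with genes as units, which argues against such reads as the whole cause. The level of the host transcript, counted over the whole host gene, was argued against as well. Over 58 hosts the median snoRNA change exceeded that of its host by 0.73 (95% bootstrap interval 0.51 to 0.97). The change of 86 of 110 snoRNA genes lay above that of their host. Many of these snoRNA genes overlap an annotated exon of their host. Host transcripts that keep the snoRNA sequence were not counted apart, so a rise in their share was not excluded. A rise that scales with DDX41 loss was argued against, because with shDDX41 #2 the median was −0.40 (adjusted p 0.0046, fry 0.0509), from −0.56 without sh-Control A to −0.27 without sh-Control B across the fits that left out a library.

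Other explanations of the rise in snoRNA reads stay open. A rise of small RNA genes in general cannot be told apart from it, since only 6 other small RNA genes were tested, with a median of 0.84. A bias with transcript length cannot be told apart either. With GC and length offsets the snoRNA genes were no longer called (adjusted p 0.176, median 0.40), but of the 155 tested genes of at most 200 bases, 80.6% are snoRNA genes, so the offsets remove a change of the class itself. Poly(A) selection should exclude mature snoRNAs, and the reads may come from unprocessed or tailed forms. Nothing in the table of counts decides this.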
